# ABHD5 suppresses cancer cell anabolism through lipolysis-dependent activation of the AMPK/mTORC1 pathway

**DOI:** 10.1074/jbc.RA120.014682

**Published:** 2020-11-27

**Authors:** Guohua Chen, Guoli Zhou, Aaron Lotvola, James G. Granneman, Jian Wang

**Keywords:** cancer metabolism, lipolysis, αβ hydrolase domain containing 5 (ABHD5), AMP-activated protein kinase (AMPK), mTOR, ABHD5, αβ hydrolase domain containing 5, AMPK, AMP-activated protein kinase, ATGL, adipose triglyceride lipase, ECL, enhanced chemiluminescence, FA, fatty acid, GSEA, gene set enrichment analysis, HSL, hormone sensitive lipase, LDH, lactate dehydrogenase, LD, lipid droplet, mTOR, mechanistic target of rapamycin, OPP, O-propargyl-puromycin, PBS, phosphate-buffered saline, PK, pyruvate kinase, TG, triglyceride

## Abstract

ABHD5 is an essential coactivator of ATGL, the rate-limiting triglyceride (TG) lipase in many cell types. Importantly, ABHD5 also functions as a tumor suppressor, and *ABHD5* mRNA expression levels correlate with patient survival for several cancers. Nevertheless, the mechanisms involved in ABHD5-dependent tumor suppression are not known. We found that overexpression of ABHD5 induces cell cycle arrest at the G1 phase and causes growth retardation in a panel of prostate cancer cells. Transcriptomic profiling and biochemical analysis revealed that genetic or pharmacological activation of lipolysis by ABHD5 potently inhibits mTORC1 signaling, leading to a significant downregulation of protein synthesis. Mechanistically, we found that ABHD5 elevates intracellular AMP content, which activates AMPK, leading to inhibition of mTORC1. Interestingly, ABHD5-dependent suppression of mTORC1 was abrogated by pharmacological inhibition of DGAT1 or DGAT2, isoenzymes that re-esterify fatty acids in a process that consumes ATP. Collectively, this study maps out a novel molecular pathway crucial for limiting cancer cell proliferation, in which ABHD5-mediated lipolysis creates an energy-consuming futile cycle between TG hydrolysis and resynthesis, leading to inhibition of mTORC1 and cancer cell growth arrest.

The proliferation of cancer cells requires a robust synthesis of macromolecules, anabolism, which is essential for the rapid duplication of biomass in the aggressive production of daughter cells. In this regard, proliferating cancer cells usually expand cytosolic glycolysis and repress mitochondrial oxidation so that the carbon skeleton of glucose can be diverted to the anabolic pathways efficiently (1). Despite limited mitochondrial oxidative capacity, robust aerobic glycolysis allows cancer cells to synthesize sufficient ATP to meet the energy needs for proliferation (1). Although the “glucose addiction” of cancer cells is well known, less appreciated is that during rapid cell division, cancer metabolism is often reprogrammed to suppress the utilization of other energy substrates, such as fatty acid (FA), that require mitochondrial oxidation to generate ATP. Such rewiring of metabolic dependency in cancer could represent an unappreciated vulnerability that might be targeted therapeutically.

When cancer cells proliferate under the conditions of high glycolytic flux, FAs are not used as energy substrates and may even be incompatible with fulfilling the energy need for cancer anabolism (2). In this regard, many cancers are known to accumulate excessive amounts of intracellular triglycerides (TG) in lipid droplets (LD) (3, 4, 5, 6, 7, 8, 9, 10), as a result of suppressed lipolysis, the enzymatic hydrolysis of TG. Indeed, tumor progression is accelerated by reduced activity of adipose triglyceride lipase (ATGL, formally PNPLA2), the rate-limiting TG lipase, or loss of αβ hydrolase domain containing 5 (ABHD5), the essential coactivator of ATGL (11, 12, 13, 14, 15, 16, 17). Moreover, we and others have demonstrated that ABHD5, the crucial lipolysis activator, actively participates in tumor suppression (16, 17). While it is clear that activation of the ABHD5/ATGL pathway suppresses cancer cell growth, the mechanisms involved are not fully understood.

The mechanistic target of rapamycin (mTOR) kinase plays a fundamental role in promoting cellular anabolism and is often hyperactive in cancer cells (18). mTOR is associated with two protein complexes, namely mTOR complex 1 (mTORC1) and mTORC2, which have distinct functional outputs in the regulation of cell signaling (18). mTORC1 phosphorylates numerous molecular components that are crucial for activating various biosynthetic pathways. For example, mTORC1 phosphorylates p70S6K kinase at threonine 389 (Thr389) to activate cellular protein synthesis. On the other hand, mTORC2 plays a critical role in finetuning mTOR signaling by phosphorylating a crucial upstream kinase protein kinase B (Akt) (18). Because anabolism is an energy-dependent process, mechanisms exist to restrict mTORC1 activity when energy levels are limiting. Under these conditions, AMP-activated protein kinase (AMPK), the cellular energy sensor, phosphorylates and inhibits mTORC1 activity (19). The metabolites generated by ABHD5/ATGL play a crucial role in the maintenance of energy homeostasis. However, it is presently unclear whether and how lipolysis influences cancer metabolic signaling, including mTOR and AMPK signaling pathways.

In the experiments described below, we characterized the effects of genetic and pharmacologic activation of ABHD5 on cancer cell growth. We report that ABHD5-induced growth arrest is mediated by ATGL and is associated with inhibition of mTORC1-mediated protein synthesis. Mechanistically, lipolysis activation leads to the ATP-consuming process of FA re-esterification, which elevates AMP and activates AMPK. These results elucidate a critical connection between the metabolic and signaling pathways that support cancer growth and further reveal the vulnerability of cancer cells to activation of the ABHD5/ATGL metabolic pathway. Since ABHD5 can be targeted by small ligands (20, 21), these results pave an avenue toward developing new cancer therapeutics through pharmacological activation of ABHD5-mediated lipolysis.

## Results

### Overexpression of ABHD5 induces cell cycle arrest and inhibits cell proliferation

To test the effects of ABHD5 on cancer cell growth, we engineered stable ABHD5 overexpression in two castration-resistant prostate cancer cell lines, 22Rv1 (22) and C4-2 cells (23), under the control of a doxycycline (Dox)-inducible promoter. These transgenic cell models are designated as 22Rv1-ABHD5 and C4-2-ABHD5 cells, respectively. Dox treatment of the 22Rv1-ABHD5 and C4-2-ABHD5 cells significantly elevated the cellular levels of ABHD5 protein and slightly increased the levels of ATGL (Fig. 1*A*). As expected, ABHD5 induction significantly reduced the cellular TG contents of both cell lines (Fig. 1*B*). Next, we determined the ABHD5 effects on cell growth kinetics by measuring the cell counts of 22Rv1-ABHD5 and C4-2-ABHD5 cells growing in the absence or presence of Dox over time. Dox treatment had a negligible effect on the growth of the 22Rv1 and C4-2 parent cell lines (Data not shown). Interestingly, Dox-induced ABHD5 expression inhibited proliferation of both cell lines over a 7-day time course (Fig. 1*C*). We also confirmed the potent inhibition of cell proliferation by ABHD5 overexpression in an additional prostate cancer cell line LNCaP cells (Fig. S1). To gain the mechanistic insight into how ABHD5 suppresses cell proliferation, we compared the cell cycle distributions of the cells using flow cytometry. Overexpression of ABHD5 for 72 h significantly increased the G1 phase cell population from 65.5% to 86.4% for 22Rv1-ABHD5 (*p* < 0.01) and from 70.6% to 76.6 for C4-2-ABHD5 (*p* < 0.001) and decreased the S phase cell population from 22.1% to 4.0% for 22Rv1-ABHD5 (*p* < 0.001) and from 17.2% to 12.7% for C4-2-ABHD5 (*p* < 0.001) (Fig. 1, *D* and *E*). ABHD5 induction modestly increased cellular levels of p53 (Fig. S2). However, ABHD5 overexpression did not enhance PARP-1 cleavage, indicating its negligible effect to induce apoptosis (Fig. S2). These results indicate that ABHD5 has a strong capacity for inducing G1 cell cycle arrest in prostate cancer cells, possibly resulting in part from activation of the tumor suppressor p53.

**Figure 1:**
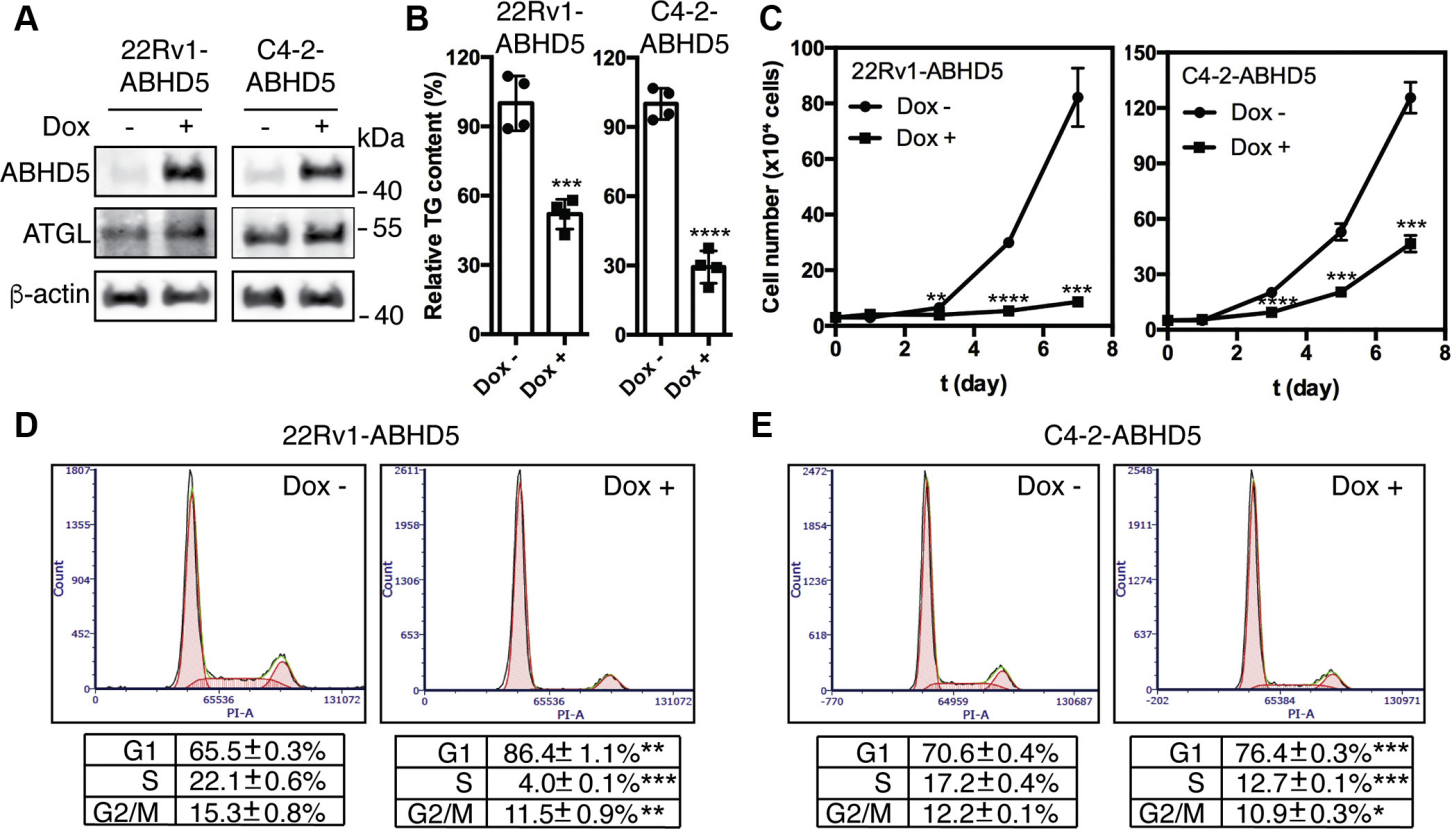
**Overexpression of ABHD5 induces cell cycle arrest and inhibits the proliferation of cancer cells**. *A*, western blotting for the level of ABHD5, ATGL, and β-actin proteins in the 22Rv1-ABHD5 and C4-2-ABHD5 transgenic cells with or without doxycycline treatment for 48 h. *B*, relative intracellular triacylglycerol (TG) levels in the 22Rv1-ABHD5 and C4-2-ABHD5 transgenic cells with or without doxycycline treatment for 72 h. Data are presented as mean ± SD (n = 4). ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. *C*, cell growth kinetics of the 22Rv1-ABHD5 (*left*) and C4-2-ABHD5 (*right*) cells in the absence (*circle*) or presence (*square*) of doxycycline for up to 7 days. Data are presented as mean ± SD (n = 3). ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. *D*–*E*, flow cytometry to profile the cell cycle distribution of the 22Rv1-ABHD5 (*D*) and C4-2-ABHD5 (*E*) cells grown in the absence (*left*) and presence (*right*) of doxycycline for 72 h. Data are presented as mean ± SD (n = 3). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. Student *t*-test.

### Activation of lipolysis impedes mTORC1 signaling and inhibits cellular protein biosynthesis

To investigate the molecular basis by which ABHD5 inhibits the proliferation of cancer cells, we profiled the transcriptomes of 22Rv1-ABHD5 cells grown in the presence and absence of Dox. 

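RNA from 22Rv1-ABHD5 cells, a human castration-resistant prostate cancer line that carries ABHD5 behind a Dox-inducible promoter on a lentiviral vector, was sequenced in 3 libraries without Dox and 3 with Dox. The description of the deposited series gives 48 h without or with Dox. The paper's text gives neither a time nor a Dox dose for these libraries. The kit primes at the poly(A) tail, so that reads come from the 3ʹ end of each transcript. The paper's methods name the REV kit and the sample labels name the FWD kit of the same maker. Whether the authors counted reads by strand is not stated, so counts of genes that overlap on opposite strands are uncertain. The authors mapped the reads to hg38 with STAR and deposited the number of reads per gene symbol, without normalization, for 27470 genes. Without Dox, 3988292, 3394672 and 5988151 reads were counted on genes in replicates 1, 2 and 3. With Dox, the counts were 4459435, 3460471 and 7271771. Reads that fell on no gene made up 32.5% to 34.6% of the reads listed without Dox and 35.6% to 39.5% with Dox. From these counts, 12233 genes passed the default filter of edgeR's filterByExpr and were tested with edgeR's quasi-likelihood test after TMM normalization. CPM below are counts scaled to a common library total after TMM normalization. Across genes, log2 CPM correlated with r of 0.971 to 0.984 between libraries of the same condition and 0.928 to 0.950 between conditions; genes are not independent replicates. Each library was counted as 1 sample. Every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 4.35 to 12.2. This cannot tell separate cultures from separate preparations of the same RNA. On simulated counts with the same library sizes, the test called 80% of the genes changed 2-fold.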

Using gene set enrichment analysis (GSEA) (24), we then identified the critical molecular pathways that are regulated by ABHD5 expression. 

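The differential expression that orders the genes for GSEA was computed over the 6 libraries. ABHD5, the gene under the Dox promoter, lies on chromosome 3 of hg38 from 43690108 to 43734371. Its count was 61.4 ± 3.00 CPM (SD, n = 3) without Dox and 116.1 ± 21.3 (SD, n = 3) with Dox. The log2 fold change was 0.91 (standard error 0.15, adjusted p = 1.978e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each library with Dox exceeded each library without Dox. With each library left out in turn, it stayed between 0.81 and 1.06. A transgene without the native 3ʹ end would be counted only in part by 3ʹ libraries.

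At an adjusted p under 0.05, 3125 genes differed between the conditions, of which 1451 were higher and 1674 lower with Dox. Of these, 528 rose and 395 fell by at least 2-fold. The setting that moved this count most was a demand for a 2-fold change, which left 923 genes. Scaling by library totals alone changed the balance, to 2179 genes higher and 1136 lower. Of 13 genes named in the paper, 3 differed, both over all genes and adjusted over the list alone, among them ABHD5 and PNPLA2. PNPLA2, which encodes ATGL, had a log2 fold change of 0.74 (standard error 0.19, adjusted p = 0.00752, edgeR's quasi-likelihood test), which was 0.49 without replicate 3 with Dox. MTOR, with a log2 fold change of -0.30, and AKT1, with 0.26, did not pass the threshold (adjusted p = 0.0878 and 0.431, same test). With each library left out in turn, AKT1 moved between 0.035 and 0.50 and passed only without replicate 2 with Dox (adjusted p = 0.0499, same test).

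The largest rise was that of ATP1B2, on chromosome 17 from 7646627 to 7657770. It had 0, 1 and 1 counts in the libraries without Dox and 4884, 3386 and 10307 counts with Dox, at least 1203-fold higher. CTNNA2 was at least 26.7-fold higher and GPD1 at least 22.5-fold higher. RLN2 and CRISP3 rose by 6.50 and 6.03 on the log2 scale. Among the largest falls were those of MT1G, with a log2 fold change of -5.37, MT1X, with -4.59, and MT2A, with -4.15. These metallothionein genes resemble each other, so their reads could be split between copies. STEAP4 had a log2 fold change of -4.01.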

We found that ABHD5 expression strongly repressed the PI3K/Akt/mTOR signaling (NES = –1.38, *p* = 0) and mTORC1 signaling (NES = –1.39, *p* = 0) pathways (Fig. 2*A*). 

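GSEA was run on the 12233 genes ranked by the sign of the log2 fold change times -log10 p, with the classic statistic and 1000 permutations of the gene labels. The members of both hallmark sets were a hand transcription that was not checked against a release of MSigDB. For the PI3K/Akt/mTOR list, with 89 of 105 members tested, the enrichment score was -0.137 and the NES was -1.55 (permutation of gene labels, nominal p = 0.0626). For the mTORC1 list, with 187 of 200 members tested, the enrichment score was -0.286 and the NES was -4.63 (permutation of gene labels, p = 0.00198, the smallest that these permutations can give). The mTORC1 list was past 0.05 under each of 21 alternative settings, and the NES moved most, to -2.04, with the weighted statistic. The PI3K/Akt/mTOR list was past 0.05 under 7 of 21.

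Permuting gene labels treats genes as independent. The same test was run on the 9 other splits of the 6 libraries into 3 and 3. In these, 0 genes passed an adjusted p of 0.05 and 118 to 513 had an unadjusted p under it. GSEA gave p under 0.05 for the mTORC1 list in 8 of these splits and for the PI3K/Akt/mTOR list in 3. Each such split holds both conditions in unequal shares on each side, so part of any Dox effect stays in it. These counts are therefore not a false-positive rate. A rotation test (limma's fry), which uses the libraries as the replicates, gave a median log2 fold change of -0.24 for the mTORC1 list (adjusted p = 0.00181 over both lists) and -0.01 for the PI3K/Akt/mTOR list (adjusted p = 0.0807). With camera, the mTORC1 list was past 0.05 at a preset correlation of 0.01 and at the estimated correlation (p = 0.0259), and the PI3K/Akt/mTOR list was past it at neither (p = 0.168 and 0.482). From its own scores, the paper states that ABHD5 expression repressed both pathways (Fig. 2A), and it then measured phosphorylation of Akt and p70S6K to assess their activity.

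**Figure D1:**
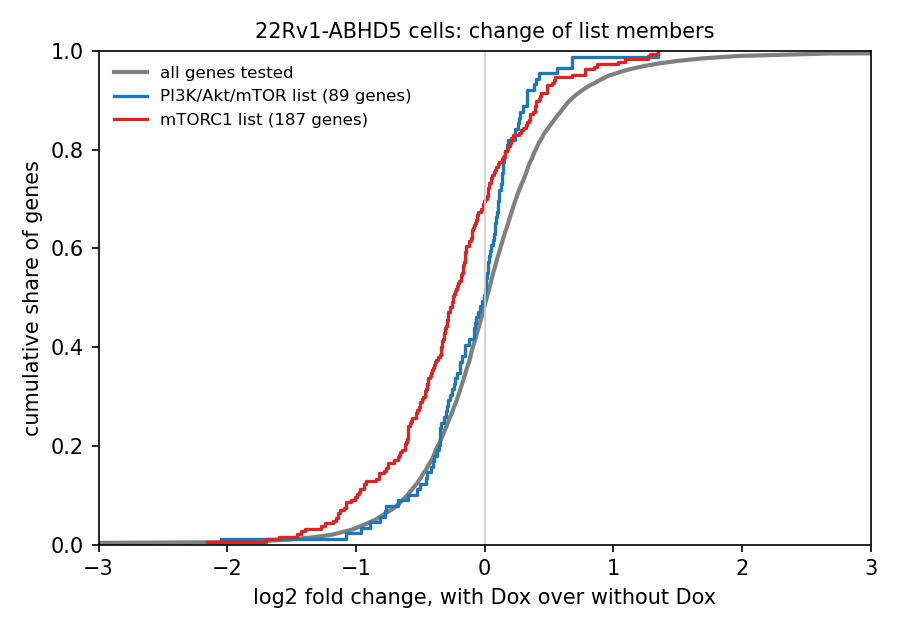
Cumulative share of genes (y axis) at or below each log2 fold change with Dox over without Dox (x axis, cut at -3 and 3) for all 12233 genes tested (grey), the 89 members of the PI3K/Akt/mTOR list (blue) and the 187 members of the mTORC1 list (red). The mTORC1 curve lies left of all genes, with a median of -0.24, and the PI3K/Akt/mTOR curve crosses 0 with a median of -0.01.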

To assess the activity of these pathways, we measured the phosphorylation status of Akt and p70S6K at the two key signaling nodes. In both 22Rv1-ABHD5 and C4-2-ABHD5 cells, we found that ABHD5 induction significantly decreased the phosphorylation of p70S6K at Thr389, a molecular surrogate measuring the mTORC1 activity, without influencing either Thr308 or Ser437 phosphorylation of Akt that measures the strength of PI3K activity and the mTORC2 activity, respectively (Fig. 2*B*) (18). Thus, the induction of ABHD5 selectively suppresses the mTORC1 activity on the PI3K/Akt/mTOR pathway.

**Figure 2:**
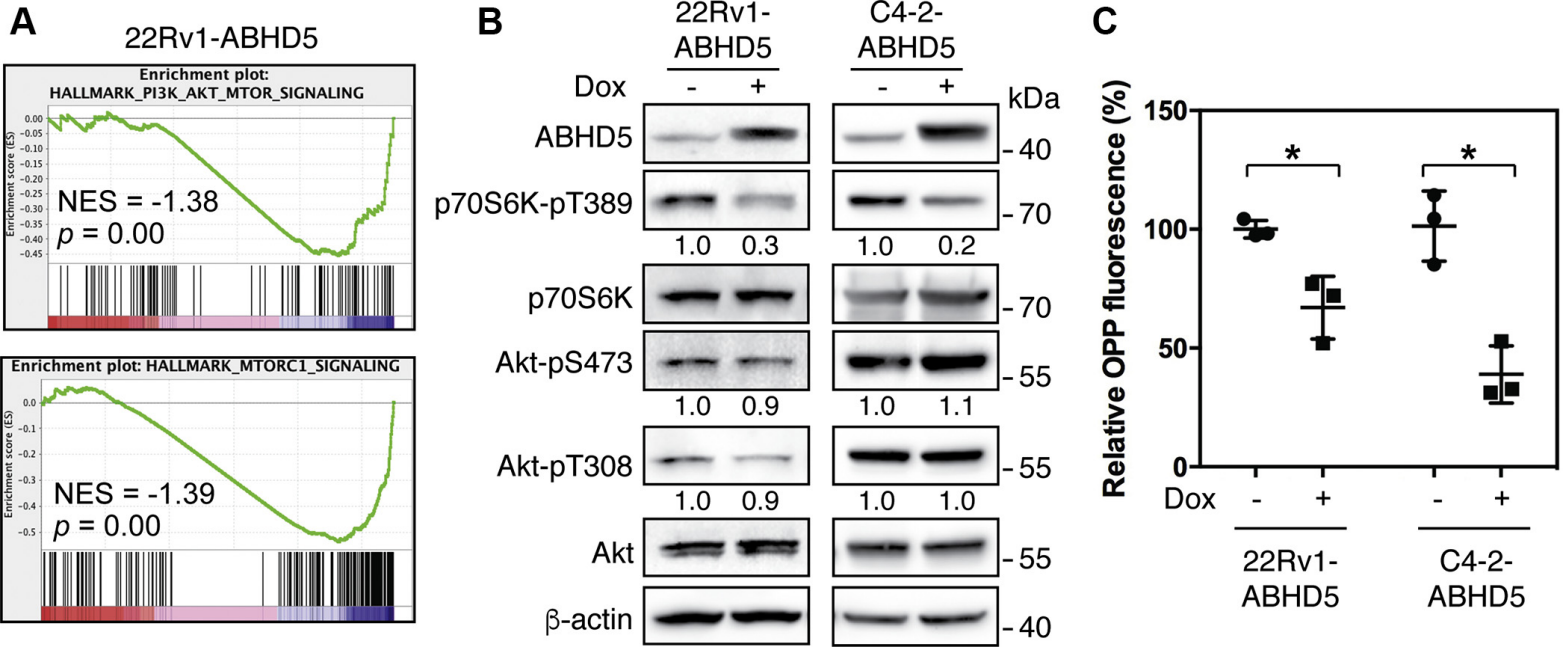
**ABHD5 suppresses mTORC1 signaling and protein synthesis**. *A*, gene set enrichment plots to demonstrate significant downregulation of PI3K/Akt/mTOR (*top*) and mTORC1 (*bottom*) signaling pathways by ABHD5 overexpression in 22Rv1 cells, identified by QuantSeq gene expression profiling followed by GSEA analysis. *B*, western blotting for the level of the indicated proteins in the 22Rv1-ABHD5 (*left*) and C4-2-ABHD5 (*right*) cells with or without doxycycline treatment for 24 h. Relative band intensities are shown at the bottom of the blots. *C*, relative OPP fluorescence intensity to label the level of new protein synthesis in the 22Rv1-ABHD5 and C4-2-ABHD5 cells with or without doxycycline treatment for 48 h. Data are presented as mean ± SD (n = 3). ∗*p* < 0.05. Student *t*-test.

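Of the 187 mTORC1 members tested, 131 were lower with Dox; 62 were lower and 14 higher at an adjusted p under 0.05 over all genes (66 and 21 adjusted over the list alone). The members with the smallest adjusted p among those that fell were FADS1, HMGCS1 and FAM129A. FADS1, a fatty acid desaturase gene on chromosome 11 of hg38 from 61799627 to 61829318, fell from 357 ± 26.0 to 80.3 ± 8.47 CPM (SD, n = 3 each), a log2 fold change of -2.16 (standard error 0.13, adjusted p = 2.303e-09, edgeR's quasi-likelihood test). HMGCS1, a sterol synthesis gene on chromosome 5 from 43287470 to 43313512, had a log2 fold change of -1.70, and FAM129A had -1.59. Those that rose with the smallest adjusted p were ADD3, with 1.27, LTA4H, with 1.28, and CDKN1A, with 0.68. Split by function, the 13 sterol synthesis members had a median log2 fold change of -0.67, the 7 fatty acid synthesis members -0.59, the 12 glycolysis and hypoxia members -0.41 and the 126 members outside the lists used for this split -0.15. Each of these parts was lower in a rotation test (fry, largest adjusted p of the 7 parts tested, 0.0170).

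Of the 89 PI3K/Akt/mTOR members tested, 45 were lower with Dox; 12 were lower and 3 higher at an adjusted p under 0.05 (10 and 2 adjusted over the list alone). SFN, on chromosome 1 from 26863149 to 26864456, had a log2 fold change of -2.05 (standard error 0.15, adjusted p = 2.455e-08, edgeR's quasi-likelihood test). CDK1 and CDK2 had -0.89 and -0.81. CDKN1A, a member of both lists, rose. STAT2 rose by 0.56 and DAPP1 by 1.35 on the log2 scale; DAPP1 lost its call without replicate 3 with Dox (0.55, adjusted p = 0.450, edgeR's quasi-likelihood test), without replicate 1 or 2 without Dox (adjusted p = 0.152 and 0.140, same test), with DESeq2 and with the deposited normalized values, and STAT2 lost its call without replicate 2 without Dox (adjusted p = 0.0825, same test).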

A canonical functional output of the mTORC1 signaling lies in its activation of anabolic pathways, including activation of protein synthesis. We then used the O-propargyl-puromycin (OPP) fluorescence probe (25) to quantify cellular synthesis of nascent peptides. We found that ABHD5 induction by Dox treatment significantly decreased the fluorescence labeling intensity (Fig. 2*C*). Thus, these results indicate that the elevation of ABHD5 expression suppresses mTORC1 signaling and inhibits cellular protein synthesis.

ABHD5 is well known to coactivate the ATGL TG lipase and thus stimulate lipolysis (26). We then knocked down ATGL to investigate whether ATGL-mediated lipolytic activity is critically involved in the mTORC1 suppression by ABHD5. The results showed that transfection of two independent small interfering RNAs for ATGL each decreased the level of ATGL protein by >70% with negligible influence on the level of ABHD5 protein in both C4-2-ABHD5 and 22Rv1-ABHD5 cells (Fig. 3*A*). As expected, knockdown of ATGL blocked the downregulation of cellular TG contents by ABHD5 overexpression (Fig. 3*B*). Importantly, knockdown of ATGL significantly blunted the downregulation of p70S6K Thr389 phosphorylation by ABHD5 induction (Fig. 3*A*), indicating a dependence on ATGL by ABHD5 to inhibit mTORC1.

**Figure 3:**
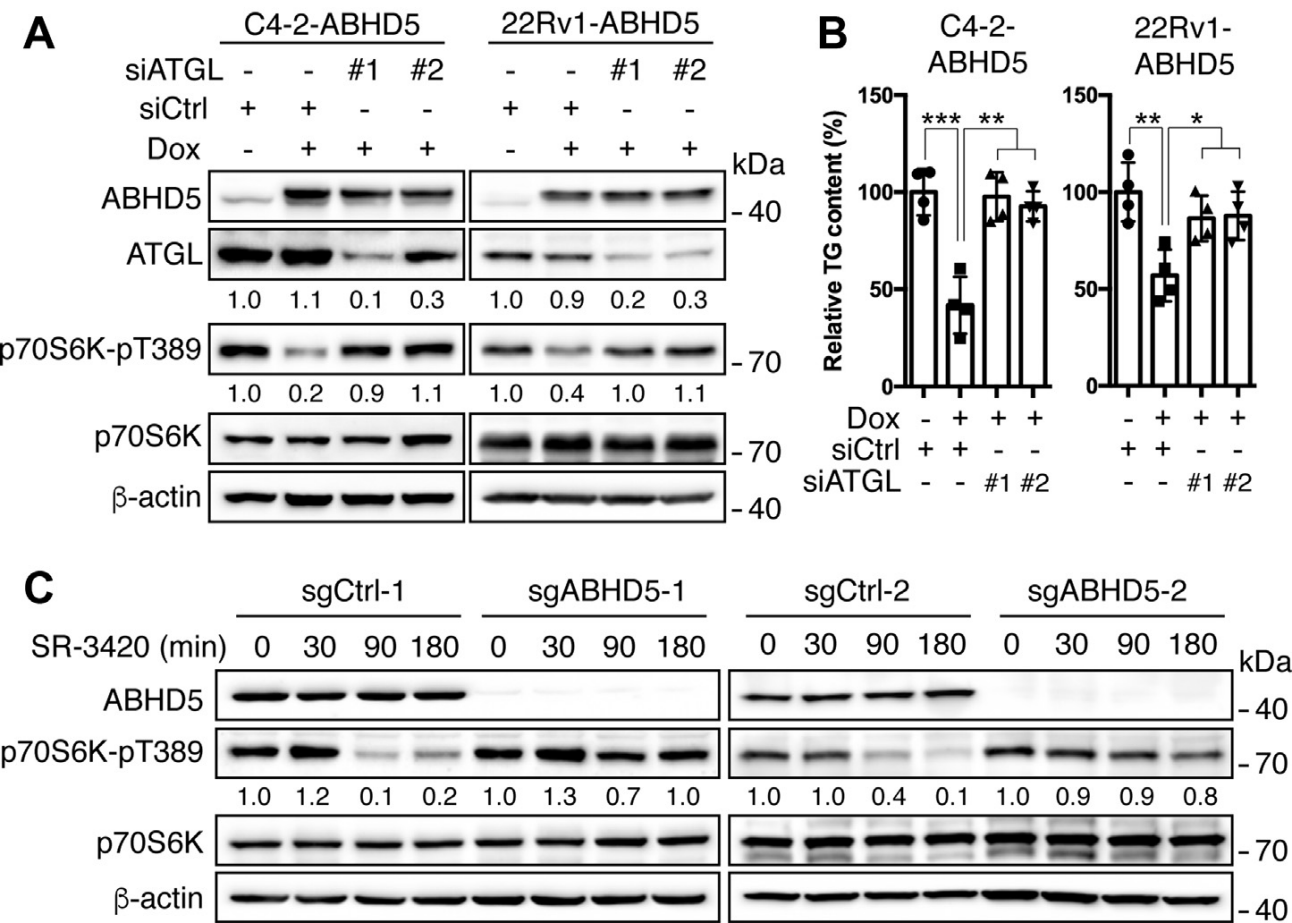
**ABHD5-mediated mTORC1 suppression involves lipolytic activity**. *A*, western blotting to demonstrate the level of the indicated proteins in the C4-2-ABHD5 (*left*) and 22Rv1-ABHD5 (*right*) cells with or without doxycycline treatment and ATGL siRNA knockdown. Relative band intensities are shown at the bottom of the blots. *B*, relative intracellular triacylglycerol (TG) levels in the cells treated as in *A*. Data are presented as mean ± S.D. (n = 4). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. Student *t*-test. *C*, western blotting to demonstrate the effects of SR-3420 (10 μM) on the expression of the indicating proteins in the wild-type (sgCtrl) and ABHD5-deficient (sgABHD5) C4-2 cells for the indicated time. Relative band intensities are shown at the bottom of the blots.

SR-3420 is a highly selective synthetic ligand of ABHD5 that potently activates ATGL-dependent lipolysis (20, 21). Treatment of C4-2 cells with SR-3420 strongly suppressed p70S6K Thr389 phosphorylation in a time-dependent manner (Fig. 3*C*). To further verify the specificity of SR-3420 against ABHD5, we generated clones of C4-2 cells with targeted deletion of *ABHD5* using the CRISPR-Cas9 system. Using this model, we observed that the knockout of ABHD5 reduced the downregulation of p70S6K Thr389 phosphorylation by SR-3420 treatment in the two ABHD5-deficient cell clones generated with independent sgRNAs (Fig. 3*C*). Collectively, activation of ABHD5-mediated lipolysis, genetically or pharmacologically, impedes mTORC1 signaling and inhibits the anabolism of cancer cells.

### Activation of lipolysis triggers triglyceride hydrolysis–synthesis futile cycle, resulting in AMPK activation and thus mTORC1 inhibition

Lipolysis is functionally associated with the regulation of energy homeostasis (26). We thus measured the intracellular ATP and AMP abundance in the C4-2-ABHD5 cells with or without Dox-inducible ABHD5 expression. The results showed that while the ATP level remained flat in the ABHD5-overexpressing cells, the AMP level significantly increased, leading to a significant elevation of AMP/ATP ratio (Fig. 4*A*). As expected, overexpression of ABHD5 activated AMPKα as indicated by its elevated phosphorylation at Thr172 (Fig. 4*B*). Next, we investigated the effects of SR-3420 on the energy status of the cells. The results showed that the treatment of C4-2 cells with SR-3420 elicited a dose-dependent increase of intracellular AMP level and AMP/ATP ratio (Fig. 4*C*). Also, SR-3420 increased the levels of AMPKα Thr172 phosphorylation in parallel with the elevation of AMP/ATP ratios (Fig. 4*D*). Thus, genetic or pharmacologic activation of ABHD5 induces energy stress and activates AMPK.

**Figure 4:**
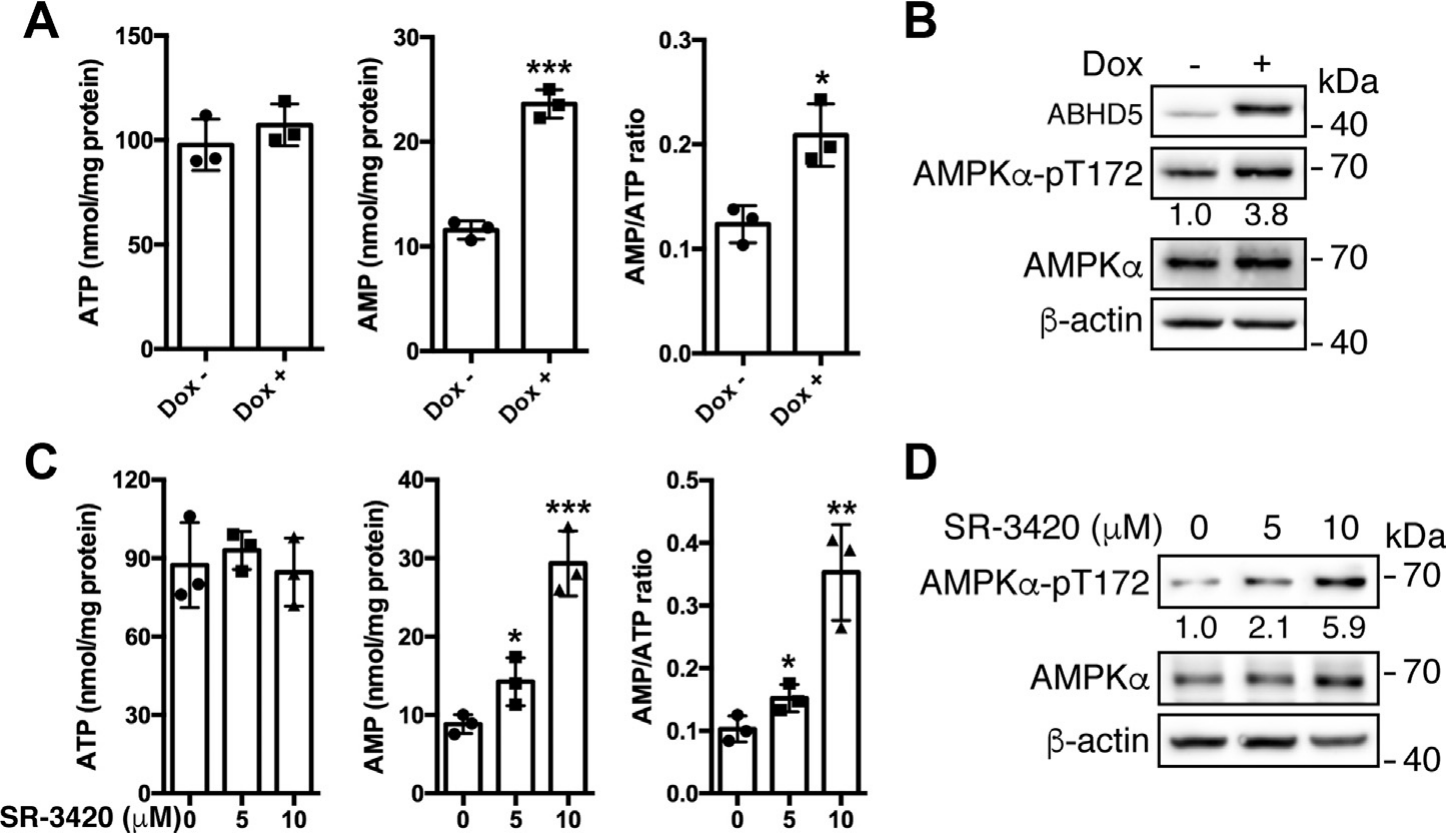
**Overexpression of ABHD5 induces energy stress and activates AMPK**. *A*, bar graphs to illustrate the level of AMP, ATP, and AMP/ATP ratio in the C4-2-ABHD5 cells with or without doxycycline treatment for 24 h. *B*, western blotting to demonstrate the level of the indicated proteins in C4-2-ABHD5 cells as treated in *A*. Relative band intensities are shown at the bottom of the blots. *C*, bar graphs to illustrate the level of AMP, ATP, and AMP/ATP ratio in the C4-2 cells treated with the indicated amount of SR-3420 for 90 min. *D*, western blotting to demonstrate the level of the indicated proteins in the C4-2 cells treated as in *C*. Relative band intensities are shown at the bottom of the blots. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. Student *t*-test. Data are presented as mean ± S.D. (n = 3).

The FAs derived from lipolysis may feed mitochondrial oxidation, which promotes ATP synthesis and thus enhances cellular energy level. In contrast, the mobilized FAs can be re-esterified into TG in a process consuming ATP, thus reducing cellular energy level (27). We thus used chemical inhibitors to probe how these metabolic pathways would link lipolysis activity to the modulation of cellular energy state and signaling. Inhibition of mitochondrial FA oxidation with etomoxir (28) had negligible effects on the cellular AMP, ATP contents, and AMPK activation by ABHD5 overexpression in C4-2-ABHD5 cells (Fig. S3), suggesting that lipid oxidation may be a minor source to support energy production in these cells. However, inhibition of FA re-esterification by DGAT1 or DGAT2 inhibitors PF04620110 (29) or PF06424439 (30) blunted the activation of AMPK by ABHD5 induction (Fig. 5*A*) or SR-3420 treatment (Fig. 5*B*) in both C4-2 and 22Rv1 cells. These results indicate that lipolysis-triggered AMPK activation involves FA re-esterification and strongly suggest that a futile cycle involving active hydrolysis and resynthesis of TG dissipates cellular energy and activates AMPK signaling in response to lipolysis activation in these cancer cells.

**Figure 5:**
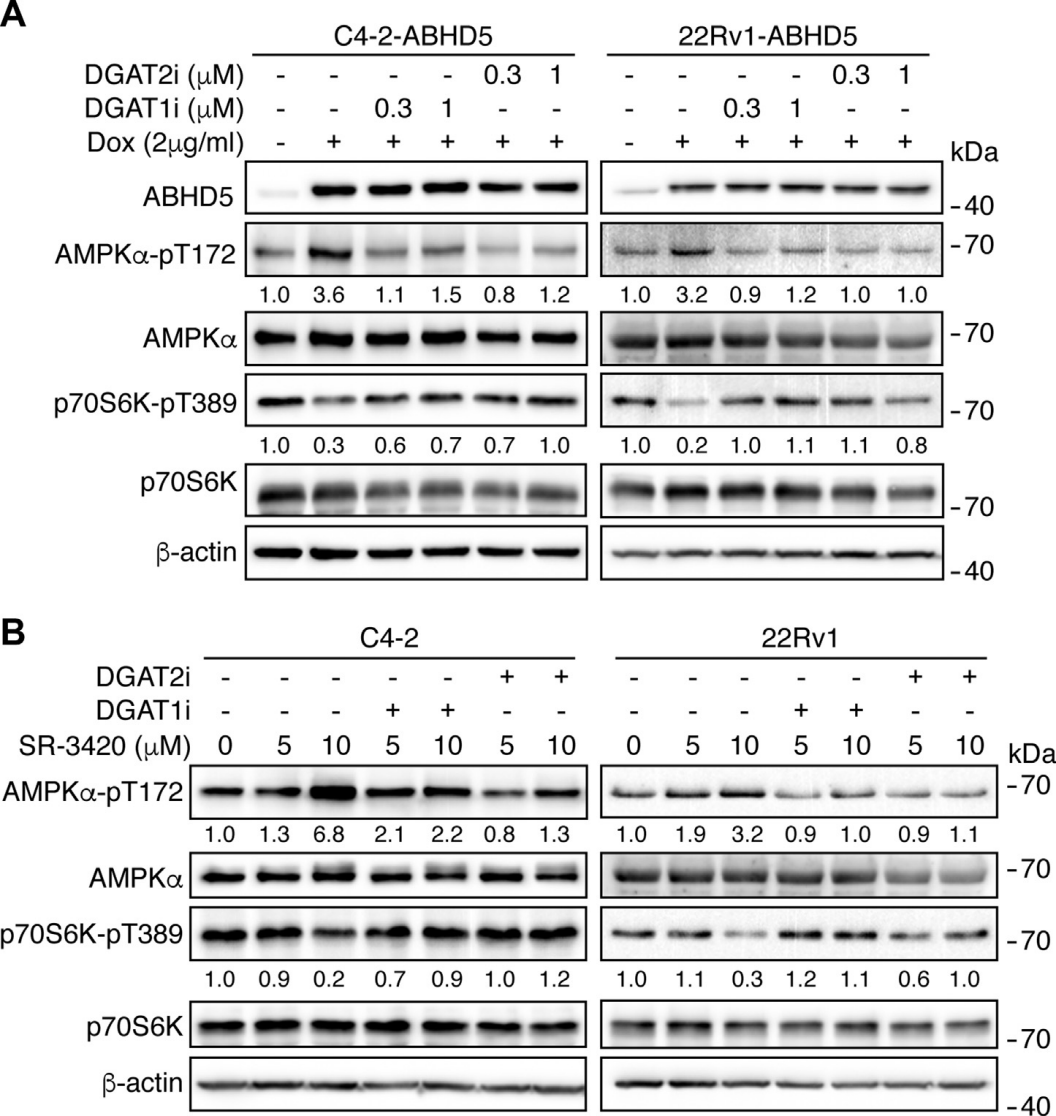
**Activation of AMPK by lipolysis involves DGAT activity**. *A*, western blotting to analyze the level of the indicated proteins in the C4-2-ABHD5 (*left*) and 22Rv1 (*right*) cells with or without doxycycline, PF04620110 (DGAT1i, 0.3 or 1 μM), and PF06424439 (DGAT2i, 0.3 or 1 μM) treatment for 24 h. *B*, western blotting to analyze the level of the indicated proteins in the C4-2 (*left*) and 22Rv1 (*right*) cells with the indicated amount of SR-3420 treatment alone or in combination with 10 μM PF04620110 (DGAT1i) or PF06424439 (DGAT2i) treatment for 90 min. Relative band intensities are shown at the bottom of the blots.

AMPK strongly inhibits cellular anabolism through the inactivation of mTORC1 signaling (19). To test the possibility that AMPK mediates ABHD5-dependent inhibition of mTORC1, we used Compound C (31) to inhibit AMPK in C4-2-ABHD5 and 22Rv1-ABHD5 cells. We observed that the treatment of Compound C significantly attenuated the suppression of ABHD5 on p70S6K Thr389 phosphorylation (Fig. 6*A*) and new protein synthesis, as shown by OPP labeling (Fig. 6*B*). These results indicate that AMPK activation links lipolysis activity to the suppression of mTORC1 signaling and anabolic metabolism in these cancer cells.

**Figure 6:**
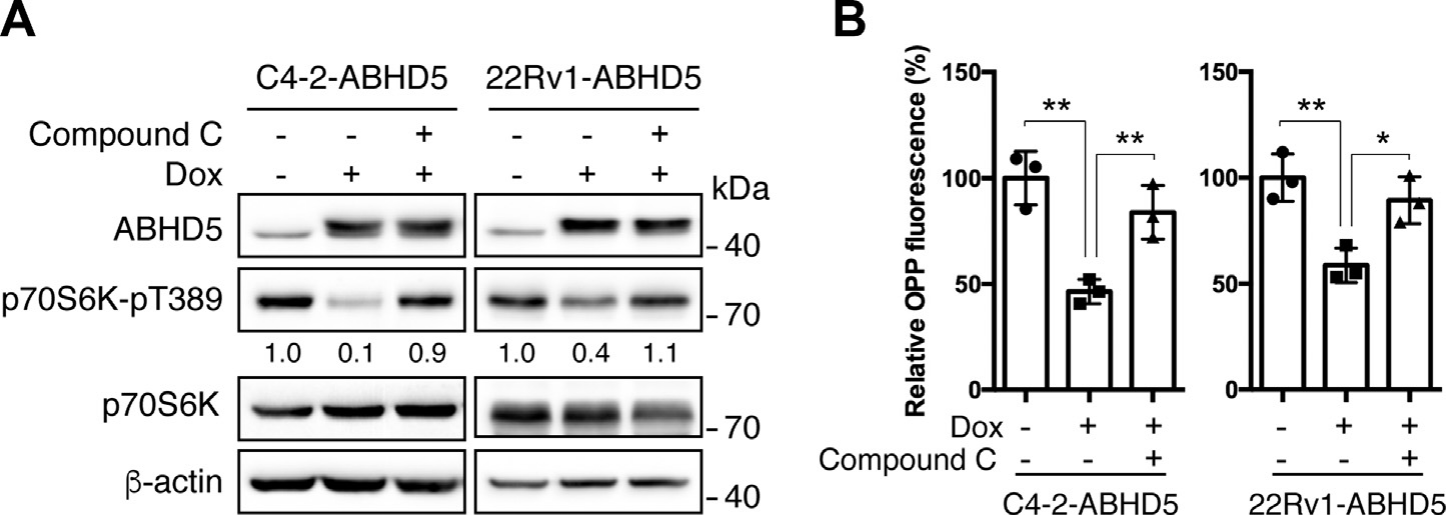
**AMPK mediates the mTORC1 suppression by ABHD5**. *A*, western blotting to analyze the level of the indicated proteins in C4-2-ABHD5 (*left*) and 22Rv1-ABHD5 (*right*) cells with or without doxycycline and 1 μM Compound C treatment for 24 h. Relative band intensities are shown at the bottom of the blots. *B*, OPP fluorescence labeling to analyze the new protein synthesis in C4-2-ABHD5 (*left*) and 22Rv1-ABHD5 (*right*) cells treated as in *A*. Data are presented as mean ± SD (n = 3). ∗*p* < 0.05, ∗∗*p* < 0.01. Student *t*-test.

Collectively, these experiments identified a novel regulatory cascade through which activation of ABHD5 inhibits cancer anabolism by creating a futile cycle of TG hydrolysis and synthesis that activates AMPK and subsequently inhibits mTORC1.

### *ABHD5* confers a better prognosis for multiple cancer types

The above results strongly suggest a therapeutic potential of activation of ABHD5-mediated lipolysis in the treatment of cancer diseases. To address this possibility, we examined whether *ABHD5* gene expression levels correlated with cancer patient survival data in the publicly accessible database, the Kaplan–Meier Plotter (32). Interestingly, among the total of five cancer types available in the database, we found that high *ABHD5* expression significantly correlates with extended patient survival in four cancer types, including lung cancer (HR = 0.72, log-rank *p* = 2.4e-07), gastric cancer (HR = 0.77, log-rank *p* = 0.0054), liver cancer (HR = 0.68, log-rank *p* = 0,028), and ovarian cancer (HR = 0.76, log-rank *p* = 1.5e-05) (Fig. 7). By overexpressing ABHD5 in the lung cancer cell line H1299, we observed that ABHD5 significantly reduces the ability of these cells to synthesize nascent proteins (Fig. S4), which provides initial evidence that ABHD5 suppresses the cellular anabolism of another cancer type in addition to the prostate cancer cells. Collectively, these results indicate that ABHD5 protects against patient death in multiple cancer types and that activation of ABHD5 may represent a promising therapeutic opportunity against these cancers.

**Figure 7:**
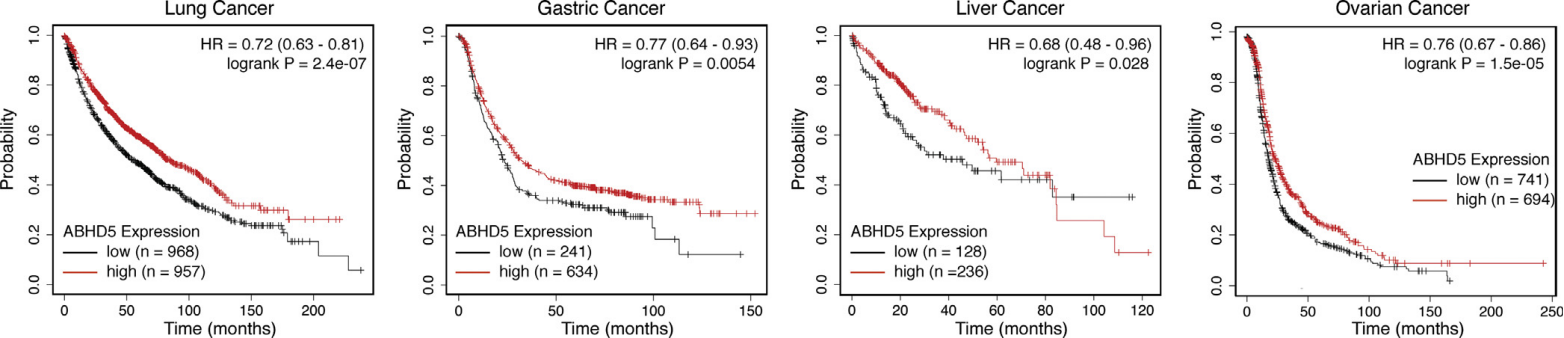
**High *ABHD5* expression is associated with better patient survival in multiple cancer types**. Kaplan–Meier survival analyses reveal the prognostic values of the *ABHD5* gene expression in the lung, gastric, liver, and ovarian cancers.

## Discussion

We and others previously demonstrated that loss of ABHD5 promotes aerobic glycolysis and stimulates migration and invasion of prostate and colorectal cancer cells (16, 17). Surprisingly, knockdown of ATGL, the primary target of ABHD5, inhibited cell proliferation and migration (16, 17), raising a critical question of whether ABHD5 and ATGL can functionally interact to regulate cancer cell metabolism. Although ABHD5 is an essential activator for TG lipase ATGL, it was unclear whether the cancer suppression by ABHD5 involves lipolytic activity and, if so, the signaling pathways involved. Here, we demonstrate that ABHD5 inactivates mTORC1 signaling in an ATGL-dependent manner, resulting in suppression of protein synthesis and G1 cell cycle arrest. Previous studies demonstrated that inactivation of ATGL or hormone sensitive lipase (HSL) in mice significantly sensitizes insulin signaling and improves glucose tolerance in multiple metabolic organs (33, 34). Strikingly, double adipose deletion of *ATGL* and *HSL* in mice resulted in liposarcoma with a full penetration (35). It is likely that lipolysis can act as a functional barrier against anabolic pathways at both physiological and pathological levels. Collectively, our results not only revealed the mechanisms underlying the inhibition of cell proliferation by ABHD5 but also underscore the possibility of targeting cancer by activation of lipolysis.

Tumor tissues are more often enriched with LD as compared with normal tissues. In addition to the well-known cytotoxicity associated with excessive FAs, the current study revealed a new functional role of the lipolytic product in the suppression of cancer cell anabolism. Therefore, holding a significant reservoir of FAs in the form of intracellular TG is potentially an “Achilles heel” of cancer cells that are susceptible to lipolysis activation. Using SR-3420, a highly selective synthetic agonist for ABHD5-mediated lipolysis (20, 21), we demonstrated that pharmacological activation of ABHD5 potently inhibits mTORC1, the master signaling driver for cancer cell anabolism. These results provide a proof of the concept for potential cancer intervention by pharmaceutical targeting of ABHD5. In this regard, mining the data of cancer patient survival revealed that high ABHD5 expression is associated with significantly better prognosis in four different cancer types, suggesting that ABHD5 activation might be developed into an effective therapy in a broad spectrum of cancer diseases.

How ABHD5-mediated lipolysis inactivates mTORC1 signaling is an intriguing mechanistic question. Because lipolysis releases FAs as efficient energy substrates, an underlying possibility would be that ABHD5-mediated lipolysis alters cellular energy state and triggers metabolic signaling. Indeed, we observed that ABHD5 activation induces cellular AMP accumulation and AMPK activation that is required for mTORC1 suppression. We thus identified AMPK as a crucial signal transducer connecting the cross talk between ABHD5 and mTORC1. Interestingly, these results further suggest a novel cell-autonomous mechanism by which activation of lipolysis signals energy stress to the restriction of anabolic activities in cancer cells.

During active lipolysis in adipocytes, a significant fraction of mobilized FA is re-esterified to TG by DGAT enzymes (27). Because FA esterification requires ATP-consuming acyl-CoA synthesis, active cycling between TG hydrolysis and resynthesis dissipates energy and prevents ER stress (36, 37). Similarly, we demonstrated that the AMPK activation by ABHD5 is sensitive to the inhibition of DGAT enzymes. Therefore, our results suggest that an energy-consuming futile cycle of FA generation and esterification is responsible for AMP accumulation and AMPK activation downstream of ABHD5 activation in cancer cells. However, FAs derived from lipolysis can fuel mitochondrial oxidation and promote ATP generation. It is presently unclear how the distribution of FA flux between TG synthesis and mitochondrial oxidation is regulated. Cancer cells exhibiting Warburg metabolism have reduced mitochondrial oxidative capacity, which may favor a diversion of FA flux to the TG synthesis pathway, resulting in ATP dissipation. In this regard, our findings underlie the significance for further characterization of the metabolic checkpoint that controls the dynamics of FA fluxes in cancer cells.

## Experimental procedures

### Cell culture, plasmid construct, viral packaging, and cell line generation

Human prostate cancer cell lines LNCaP, 22Rv1 and C4-2 (ATCC) were maintained in RPMI1640 medium supplemented with 10% fetal bovine serum (FBS) and 100 U of penicillin/ml, and 0.1 mg of streptomycin/ml. HEK293FT (Invitrogen) cells and human lung cancer cell line H1299 (ATCC) were maintained in DMEM medium supplemented with 10% FBS and 100 U of penicillin/ml, and 0.1 mg of streptomycin/ml. For pharmacological manipulation of the specific enzymes, SR-3420 was described previously (21), and PF04620110, PF06424439, and Compound C were purchased from Tocris Bioscience.

For doxycycline-inducible overexpression of ABHD5, the pInducer20-ABHD5 lentiviral vector was constructed as described previously (17). For constitutive overexpression of ABHD5, the cDNA encoding the full-length human ABHD5 was fused with an in-frame C-terminal Flag tag and cloned into the Nhe1/EcoR1 sites of pcDNA_3.1_.puro, a pcDNA_3.1_ derivative with the replacement of the neomycin-resistant with a puromycin-resistant cassette. For construction of the targeting vector against human ABHD5, the sgRNA sequences were determined using a web bioinformatics tool (http://crispr.mit.edu) (38). The oligo DNAs that encode sgRNA were annealed and cloned into pSpCas9(BB)-2A-Bsd, a modified vector from pSpCas9(BB)-2A-Puro (PX459, Addgene) made by replacing the puromycin-resistant to a blasticidin-resistant gene. The sequences of sgRNA for ABHD5 are 5ʹ-TTAAGGTGTGATATAGACGT-3ʹ (sgABHD5-1) and 5ʹ-TTGGACGAAGTAGTAGACCC-3ʹ (sgABHD5-2).

For lentiviral packaging, pInducer20-ABHD5 vector was cotransfected with pMD2.G and psPAX2 packaging vectors into HEK293FT cells using lipofectamine 2000 (Invitrogen). 48 h posttransfection, virus-containing culture media were harvested and cell debris were removed by passing through 0.45 μm filters.

For inducible overexpression of ABHD5, LNCaP, 22Rv1, and C4-2 cells were infected with pInducer20-ABHD5 lentivirus and selected with 500 μg G418/ml. For constitutive overexpression of ABHD5, H1229 cells were transfected with pcDNA_3.1_.puro-ABHD5 and selected with 2 μg/ml puromycin. For knockout of ABHD5, C4-2 cells were transfected with pSpCas9(BB)-2A-Bsd-ABHD5 targeting vector and selected with 5 μg blasticidin/ml. The drug-resistant cells were validated for altered ABHD5 expression by western blotting.

### Western blotting

Cells were washed twice in phosphate-buffered saline (PBS) and lysed in cytoplasmic lysis buffer (25 mM Tris-HCl pH 7.5, 40 mM NaCl, 50 mM NaF, 2 mM Na_2_VO_4_, 1% Triton X-100). Protein concentrations were determined with the BCA reagent (Pierce). Cell lysates (40 μg) were resolved by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE), and proteins were transferred onto nitrocellulose filters. The blots were saturated with 5% BSA and probed with antibodies against ABHD5 (#12201-1-AP, Proteintech, 1:1000), ATGL (#2138, Cell Signaling, 1:1000), phospho-Akt (Ser473) (#4060, Cell Signaling, 1:1000), phospho-Akt (Thr308) (#4056, Cell Signaling, 1:1000), Akt (#2920, Cell Signaling, 1:1000), phosphor-p70S6K (#9205, Cell Signaling, 1:1000), p70S6K (#2708, Cell Signaling, 1:1000), phosphor-AMPKα (Thr172) (#2535, Cell Signaling, 1:1000), AMPKα (#5831, Cell Signaling, 1:1000), PARP1 (#13371-1-AP, Proteintech, 1:1000), p53 (#MA5-12571, Invitrogen, 1:1000), β-actin (A2066, Sigma, 1:1000). Following a wash with TBST (TBS containing 0.1% Tween 20), the blots were incubated with peroxidase-coupled goat anti-rabbit immunoglobulin G (Sigma, 1:5000). The immunolabeled protein bands were detected by enhanced chemiluminescence (ECL) method (Perkin Elmer). The blot images were acquired on an Azure 600 imager (Azure biosystems), and the protein band intensities were quantified using the ImageJ software.

### Determination of cell proliferation and cell cycle profile

Cells were seeded on 6-cm plates and grown for the indicated time intervals in the presence or absence of 2 μg/ml doxycycline. The dead cells were excluded with trypan blue staining (Invitrogen), and the number of live cells was measured using with a hemocytometer under a light microscope.

For the measurement of cellular DNA content, cells were fixed in 70% ethanol and stained with 5 μg/ml propidium iodide and sorted using flow cytometry.

### Measurement of intracellular triacylglycerol

To measure intracellular triacylglycerol, cells were harvested and suspended in 5% NP-40 aqueous solution. Cell extracts were prepared with two cycles of heating (95 °C, 5 min) and cooling (on ice, 5 min) followed by a centrifugation at 12,000*g* for 5 min. Cellular triacylglycerol contents were determined with TG reagent (#T2449, Sigma) on a microplate reader (BMG Labtech) according to the manufacturer’s specifications.

### RNA-seq transcriptomics profiling and GSEA analysis

Total cellular RNA was isolated using the TRIzol reagent (Invitrogen), and cDNA libraries compatible for Illumina sequencing were prepared by using the QuantSeq 3ʹ mRNA-seq Reverse (REV) Library Prep Kit (Lexogen) according to the manufacturer’s instruction. The resultant cDNA libraries were assessed using a TapeStation (Agilent) and subjected to 100 bp single end sequencing using the Illumina HiSeq 2500 system at the Wayne State University Applied Genomics Technology Center. Raw sequencing reads (FASTQ) were demultiplexed using Illumina’s CASAVA 1.8.2 software and processed with FastQC to remove low-quality and unknown sequences. To quantify transcript abundance, the processed reads were mapped to the hg38 human reference genome using STAR, and the differential gene expression was determined using edgeR. The RNA-Seq data were uploaded to GEO database with the accession GSE151957. The pathway enrichment analysis was performed using the web-based GSEA software (http://software.broadinstitute.org/gsea) with the following parameters: 1000 permutations, mode run on preranked gene list from the MSigDB hallmark gene sets, enrichment statistic “classic.”

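These methods give the number of permutations, the ranked-list mode and the classic statistic. The measure by which genes were ranked, and the genes kept in the ranking, are not given in the paper's text. Ranked by log2 fold change in place of the signed -log10 p, the PI3K/Akt/mTOR list had a NES of -1.97 (permutation of gene labels, p = 0.00587). With every one of the 27470 genes of the table ranked, of which 8114 had no counts, it had a NES of -2.43 and the mTORC1 list had -6.51. With the weighted statistic, the mean size of the permuted enrichment scores of the mTORC1 list was 0.274, against 0.0619 with the classic statistic. With permuted lists of the same mean expression, the NES was -1.17 for the PI3K/Akt/mTOR list (permutation test, p = 0.281) and -2.48 for the mTORC1 list.

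**Figure D2:**
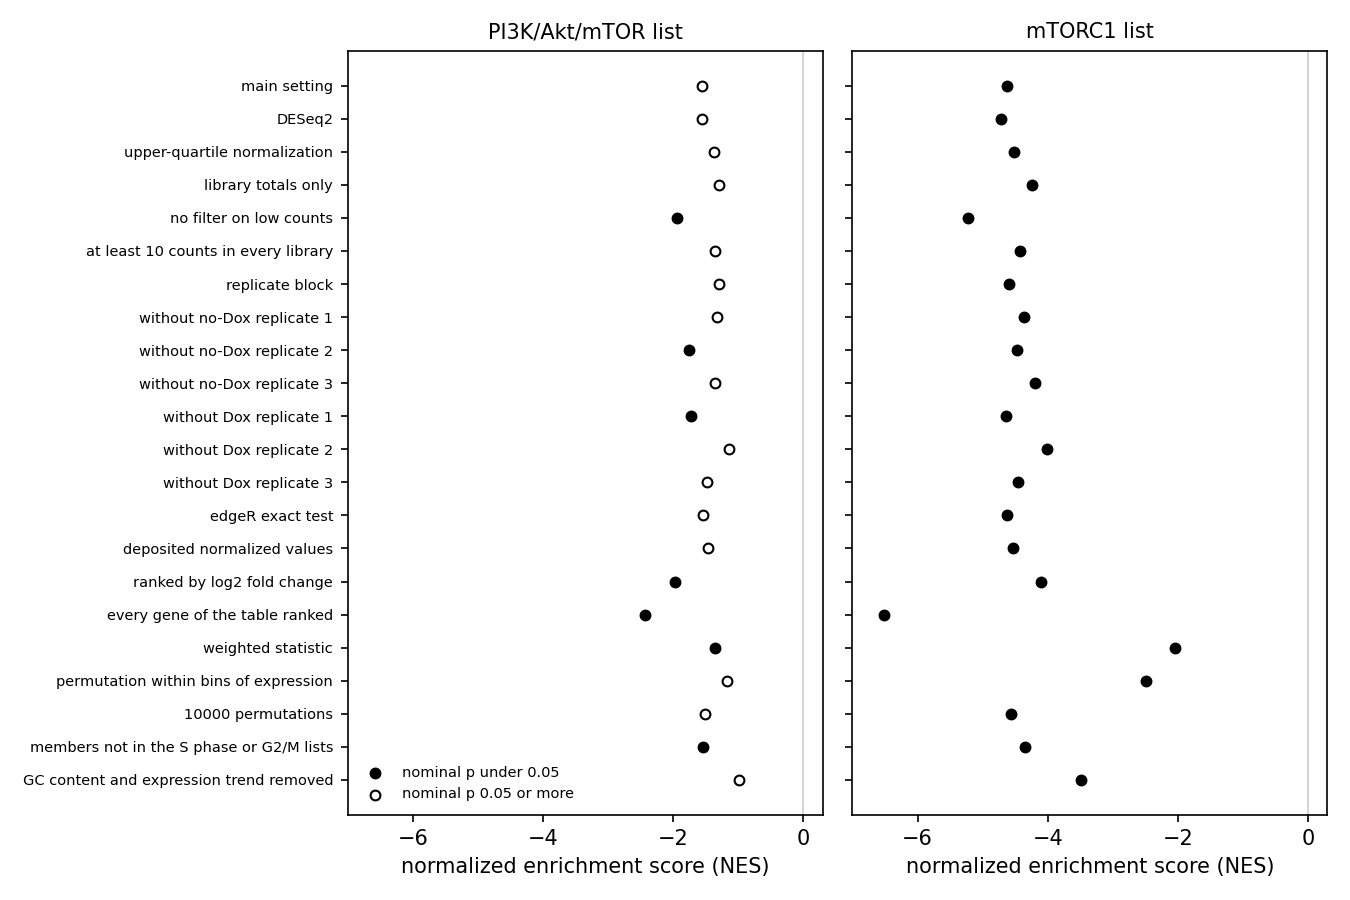
NES (x axis) of the PI3K/Akt/mTOR list (left) and the mTORC1 list (right) under the main setting and 21 alternatives (y axis, 1 point each); filled points have a nominal p under 0.05. The NES runs from -2.43 to -0.99 on the left and from -6.51 to -2.04 on the right.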

### Metabolite extraction and measurements of AMP and ATP

Cells were quickly rinsed with ice-cold PBS for two times and then snap-frozen in 50% aqueous methanol on dishes in liquid nitrogen. Following three cycles of freezing in liquid nitrogen and thaw at 37 °C, cell debris was clarified by centrifugation at 10,000*g* at 4 °C for 10 min. The hydrophilic metabolites were dried on a lyophilizer and reconstituted in H_2_O before the metabolite measurement.

ATP was measured using the commercial ATP Determination Kit (#A22066, Molecular Probes) per vendor’s specification. AMP was measured using a method adapted from a previous report (39). Briefly, AMP was quantified by recording the fluorescence intensity (ex = 340 nm, em = 450 nm) in a reaction mix containing 20 mM imidazole-HCl, 75 mM KCl, 2 mM MgCl_2_, 5 μM ATP, 20 μM phosphoenolpyruvate, 10 μM NADH, 0.4 U/ml lactate dehydrogenase (LDH), 0.3 U/ml pyruvate kinase (PK), and 0.4 U/ml myokinase on a microplate reader. LDH, PK, and myokinase were added to the reaction sequentially, and the endpoint fluorescence intensities were measured at 5 min after the addition of each enzyme. Cellular AMP content was extrapolated using the decrease of the fluorescence catalyzed by myokinase in proportion to the reference standards.

### Measurement of protein synthesis

The labeling and quantitation of cellular nascent protein production were performed using the commercial Click-it Plus OPP Alexa Fluor 488 Protein Synthesis Assay Kit (#C10456, Molecular Probes) on a microplate reader per vendor’s specification.

### Cancer patient survival analysis

The influence of ABHD5 expression in cancer patient survival was analyzed using the web-based database (http://kmplot.com) with the following parameters: auto select best cutoff, survival: OS. The Affy id for the ABHD5 mRNA is 213935_at in the analyses for lung, gastric, and ovarian cancer. The Rna-seq id for the ABHD5 mRNA is 51099 in the analysis for liver cancer.

## Data availability

All data are contained within the article.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

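Gene expression was measured by 3ʹ mRNA sequencing in 22Rv1-ABHD5 cells without Dox (3 libraries) and with Dox (3 libraries). The description of the deposited series gives 48 h without or with Dox. The authors mapped 100 bp single-end reads to hg38 with STAR and deposited raw counts per gene symbol for all 6 libraries; the read counter, the annotation and the use of strand are not stated. The authors also deposited, for each library, normalized values (a signal that is not whole, scaled to nearly equal library totals by a method that is not stated). The planned source of counts was the files of the single libraries, but these hold the normalized values, so the counts were taken from the table of all libraries and the normalized values served as an alternative. Names differed between these files in 27 of 27475 rows, which were left out of that alternative. Rows that name no gene were kept out of library sizes and tests; reads on no gene were 32.5% to 39.5% and ambiguous reads 3.05% to 3.37% of the reads listed per library.

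Counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. Gene lists were tested by preranked GSEA (classic statistic, 1000 permutations of gene labels), written for this work, and by fry and camera of limma 3.58.1. DESeq2 1.42.0 was an alternative. The 15 gene lists were fixed before the data were examined. The PI3K/Akt/mTOR and mTORC1 lists are a hand transcription of hallmark sets of MSigDB that was not checked against a release, and the other pathway lists were also compiled by hand; 8 members were found under an older symbol. The genes named were those the paper names, the 5 largest rises and 5 largest falls with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between the conditions, and in each of the 2 main lists the 3 members with the smallest adjusted p in each direction. Genes named outside this rule were chosen after their values were seen. A few genes and lists are not reported here, and the tests on neighbouring genes were rerun without such genes after their first result was seen. Coordinates are those of GENCODE 44 on hg38, to which 24212 of the 27470 symbols were matched.

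Library totals ranged from 3394672 to 7271771 counts. A gene at 3 counts or fewer was taken as at the limit of detection, which is 0.413 to 0.884 CPM on library totals before TMM normalization. A fold against a condition wholly at that limit is given as a lower bound. These bounds use the limit of 3 counts after TMM normalization, where 1 count in replicate 2 without Dox is 0.310 CPM. Reads carry no molecular identifiers, so the limit covers counting error only. The tests were checked on simulated counts of 12233 genes. In these, 80% of 2-fold and 98% of 4-fold changes were called and 7.14% of calls were false. Of 100 unchanged lists, 7 had a GSEA p under 0.05 and 5 a fry p under 0.05. Each gene was simulated independently and the lists were random genes, so these shares do not cover lists of correlated genes. Alternatives were other normalizations, filters, tests, rankings and statistics, a replicate block, and each library left out in turn. The normalized values and a removal of the trend with GC content and mean expression (loess, span 0.5) were added after the data were seen. No libraries of parent cells with Dox were used here, so Dox and ABHD5 are not separated. The other assays of the paper were not analysed here.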

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

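The genes and lists here lie outside the pathways that the paper analyses in these libraries. The tests on the neighbours of ATP1B2, on SLC39A10 and on ATF4 targets, and that on the neighbours of the largest rises, were chosen only after the result was seen or in part known. SLC39A10 and SLC30A1 were both singled out after values were seen.

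ATP1B2 had the largest log2 fold change, 12.58 as fitted, above the level in the libraries without Dox, where it was at the limit of detection; the fitted value depends on the prior count and is no bound. A candidate explanation is transcription that starts at a site near ATP1B2, for example at an integrated copy of the lentiviral vector, and reaches its neighbours. Over 6 tested neighbours within 100 kb the mean absolute log2 fold change was 0.809, at the 93.6th percentile of 657 other genes with as many neighbours, whose median was 0.381, so this test cannot tell. EFNB3 had a log2 fold change of 2.70, SAT2 0.87 and MPDU1 -0.96, while WRAP53, FXR2 and SENP3 had -0.08, 0.08 and 0.17; these neighbours were picked after their values were seen. The integration sites are not known from counts. Over the 50 genes that rose most, 31 had a tested neighbour, and the median of their neighbours' mean absolute log2 fold change was 0.537 against 0.347 in random lists (permutation test, one-sided, p = 2.000e-04). The 50 genes that fell most gave 0.592, so neighbours of changed genes moved in both directions of change and local starts cannot be told apart from shared regulation. CTNNA2 (9.89), RLN2 (6.50), CRISP3 (6.03) and GPD1 (5.97) were the next largest log2 fold changes; CTNNA2 and GPD1 were at the limit of detection without Dox. No other explanation was tested for them.

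MT1G (-5.37), MT1X (-4.59), MT2A (-4.15) and STEAP4 (-4.01) were among the largest falls in log2 fold change. Of 6 metallothionein genes tested, 6 were lower at an adjusted p under 0.05, so a split of reads between copies would not by itself lower the sum. Less free zinc or another metal, which drives these genes through MTF1, is a candidate explanation that has 2 tests on single genes. SLC30A1, another gene that MTF1 drives, had a log2 fold change of -0.76 that was not past the threshold (adjusted p = 0.117, edgeR's quasi-likelihood test; 0.0944 to 0.340 over its alternatives), so this part stays open. SLC39A10, an importer that would rise when zinc is scarce, was lower, with -0.41 (adjusted p = 0.0207, same test; 0.0114 to 0.110 over its alternatives), which argues against scarce zinc as read through this gene. Whether ABHD5, Dox or a metal lowers these genes was not settled.

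The S phase list had a median log2 fold change of -0.70 and the G2/M list -0.83 (fry, adjusted p = 1.988e-04 over both), with 32 of 42 and 49 of 54 tested members lower at an adjusted p under 0.05. Both stayed past 0.05 in each alternative. The sterol synthesis list had -0.55, the fatty acid synthesis list -0.29 and the proteasome list -0.24; these 3 lists stayed past an unadjusted p of 0.05 in each alternative, camera with the estimated correlation included. The glycolysis and hypoxia list had -0.29 and the list of PPAR targets and fatty acid oxidation -0.085. These 2 were past an adjusted p of 0.05 under fry (0.0337 and 0.00284) and not past 0.05 under camera with the estimated correlation (0.254 and 0.531). With 1 library left out, the glycolysis and hypoxia list lost its call without any 1 of the libraries without Dox or replicate 1 with Dox (also with upper-quartile normalization, library totals alone, no filter or the replicate block), and the median of the PPAR list, on limma's scale, moved from -0.092 to -0.038 without replicate 1 with Dox, to -9.606e-07 with at least 10 counts in every library and to 0.029 under library totals alone, so the sign of this median depends on the scaling, although the fry test pointed down each time. The ATF4 target list (-0.16, and -0.078 without replicate 2 without Dox) and the cytosolic ribosomal protein list (0.03) were not past the threshold (fry, adjusted p = 0.0958 and 0.442), and no mitochondrially encoded gene is in the table. With the replicate block and without a filter, the ATF4 target list was past 0.05 in the direction of a fall, unadjusted (fry, 0.0358 and 0.0487).

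For each of these lists the condition is Dox and ABHD5 together. In these libraries, an effect of Dox itself was read only through ATF4 targets, which would rise if Dox blocked mitochondrial translation. Their median log2 fold change was -0.16. With members that go both ways, Dox and ABHD5 cannot be told apart without libraries of parent cells with Dox. The paper reports, as data not shown, that Dox affected the growth of parent cells negligibly. That statement concerns growth and not RNA. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as small a rotation p for the S phase list, 1 for the G2/M list, and 1 gave as many of the exploratory lists past the threshold (7 of 9 tested). With 10 splits the share is never under 0.1.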

How the results depend on the processing

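The alternatives were set before the data were examined, apart from the deposited normalized values and the removal of the trend with GC content and mean expression. Of 9 results of the planned tests, 5 kept their direction and their side of the threshold in each alternative: the ABHD5 log2 fold change (0.81 to 1.06), the mTORC1 list NES (-6.51 to -2.04), the mTORC1 list rotation test (median log2 fold change -0.26 to -0.11) and the rotation tests of the S phase list (-0.79 to -0.60) and the G2/M list (-0.91 to -0.72).

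The number of genes with an adjusted p under 0.05 was 3125, 2815 with DESeq2, 3403 without a filter, 3351 with the exact test and 2871 from the deposited normalized values. Only the demand for a 2-fold change moved it by over 1.5 times, to 923, by construction. It was 2181 to 3112 across the 6 fits that each left out one library. Under library totals alone the median log2 fold change of all genes moved from 0.02 to 0.14, and the share of calls that were higher with Dox from 46.4% to 65.7%, so the balance of rises and falls depends on the scaling. The 10 splits of the 6 libraries gave as many genes only in 1, the real one, and the others gave 0, with 118 to 513 at an unadjusted p under 0.05.

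The PI3K/Akt/mTOR list NES passed 0.05 without a filter (-1.93), ranked by log2 fold change (-1.97), with every gene ranked (-2.43), with the weighted statistic (-1.36) and without members of the S phase and G2/M lists (-1.54, p = 0.0499, permutation of gene labels). It was -1.76 to -1.14 across the 6 fits that each left out one library, and passed 0.05 without replicate 2 without Dox (-1.76) and without replicate 1 with Dox (-1.72). Its rotation test passed 0.05 with DESeq2's size factors (median log2 fold change -0.0044) and without a filter (-0.042), and its direction reversed under library totals alone (0.12). Its median was also over 0, with the test pointing down and not past 0.05, with upper-quartile normalization (0.050), with at least 10 counts in every library (0.019) and without members of the S phase and G2/M lists (0.0045). Across the 6 fits that each left out one library the median was -0.069, without replicate 2 without Dox, to -5.396e-04. The cause was not tested, except for the ranking of every gene: against permuted lists of the same mean expression that NES was -1.03 (permutation test, p = 0.404), so the call is consistent with the higher expression of list members. In the same test the mTORC1 list had a NES of -1.66 (permutation test, p = 0.00101). Of the 10 splits, 4 gave a PI3K/Akt/mTOR list NES as far from 0 and 1 as small a rotation p.

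The exploratory lists past the threshold numbered 7 under fry, but 4 under camera with a preset correlation and 1 under camera with the estimated correlation. Camera compares the members with the other genes and fry does not, so these counts answer different questions. Whether other causes add to the gap was not tested. Under fry, the lists past the threshold numbered 5 to 7 across the 6 fits that each left out 1 library.

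Whether the replicate numbers pair the libraries stayed open. Deviations of same-numbered libraries from their condition's mean correlated across genes with r of -0.01, 0.23 and 0.09. For libraries with different numbers, r ran from -0.17 to 0.10. With the replicate number as a block, 3537 genes were called, the PI3K/Akt/mTOR list NES was -1.29 and its rotation median -0.0063 (past 0.05), and the mTORC1 list NES was -4.59.

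Some single genes and lists reversed, all but 1 near 0 and not past the threshold. Under library totals alone, PARP1 had a log2 fold change of 0.042, WRAP53 0.045, the ATF4 target list a median of -0.034 with the test pointing up, and the cytosolic ribosomal protein list 0.16, which was past 0.05 (0.094 with upper-quartile normalization). Across the fits that left out one library, log2 fold changes ran from -0.45 to 0.082 for LIPE, -0.012 to 0.23 for PRKAA2, -0.034 to 0.12 for DGAT2, -0.17 to 0.028 for PARP1, -0.23 to 0.020 for WRAP53 and -1.10 to 0.11 for KLK3. The cause was not tested. Among 770 other results and settings compared, 12 were stronger and 27 weaker. With a library left out, PNPLA2 stayed past the threshold (0.49 without replicate 3 with Dox). DAPP1 lost its call without replicate 1 or 2 without Dox, without replicate 3 with Dox, with DESeq2 and with the deposited normalized values, and STAT2 without replicate 2 without Dox. Of the genes named in the paper, AKT1 (0.50) passed the threshold without replicate 2 with Dox, PRKAA1 with the replicate block and without replicate 3 with Dox, and ACTB without a filter, with the replicate block and without replicate 2 without Dox or replicate 3 with Dox.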

Differences from the paper's values

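The paper's NES for the mTORC1 set is negative with a size of 1.39, and the value here was negative with a size of 4.63. None of the alternatives set before the data were examined closed the gap: the nearest were -2.04 with the weighted statistic and -2.48 with permutation within bins of expression. With every gene of the table ranked and permuted lists of the same mean expression together, a combination that was not among those alternatives, it was -1.66, the nearest value, which still differed from the paper's by more than the spread of the main NES over fits that left out one library. The removal of the trend with GC content and mean expression, chosen after seeing the values, did not close the gap (-3.49).

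The paper gives p = 0 for the PI3K/Akt/mTOR set, and the value here was 0.0626 (permutation of gene labels), so the list was not past 0.05. Of the alternatives set before the data were examined, 7 put it past 0.05: no filter on low counts (p = 0.0169), ranking by log2 fold change (0.00587), every gene of the table ranked (0.00205), the weighted statistic (0.0430), members outside the S phase and G2/M lists (0.0499), and the fits without replicate 2 without Dox (0.0222) and without replicate 1 with Dox (0.0224), each from a permutation of gene labels. The other alternatives did not. In the rotation test (fry, limma), the list was past 0.05 with DESeq2's size factors, without a filter and with the replicate block. The NES of this list, -1.55, lay within the spread over fits that left out one library from the paper's negative NES with a size of 1.38; the nearest values were -1.38 with upper-quartile normalization, -1.36 with the weighted statistic and -1.35 both without replicate 3 without Dox and with at least 10 counts in every library.

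The enrichment score of the PI3K/Akt/mTOR set is about -0.45 in Fig. 2A, read by eye, and was -0.137 here. That of the mTORC1 set is about -0.54 in Fig. 2A, read by eye, and was -0.286 here. The nearest values were those of the weighted statistic, -0.405 and -0.559; none of the other alternatives came as near. The spread over fits that left out one library, 0.0211 and 0.0131, is that of the classic statistic. It holds no error of reading by eye, so whether the weighted values differ from the paper's cannot be told.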

Other observations

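The test on the trend with GC content was chosen after the results were seen. Leaving out the cell cycle members was an alternative set before the data were examined, but its use as a test of an explanation was chosen after the results were seen.

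The fall of the mTORC1 list was not carried by the S phase and G2/M genes in it alone: the NES of the 182 other members was -4.35. After removal of the trend of the ranking with GC content and mean expression, it was -3.49, which argues against that trend as the whole cause. Across genes, log2 fold change correlated with mean expression with a Spearman rho of -0.21 and with GC content with -0.04; genes are not independent replicates. Of the 10 splits of the 6 libraries, only 1, the real one, gave an mTORC1 list NES as far from 0 or a rotation p as small, but other splits reached an absolute NES of 3.80 with no gene past an adjusted p of 0.05. Those splits hold both conditions in unequal shares, so part of any Dox effect stays in them. They cannot tell how far p-values from permuted gene labels, which treat genes as independent, overstate the evidence for these lists.

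CENPT, named after its value was seen, had a log2 fold change of 3.43, and THAP11, which lies within it on the other strand, had -2.10; NUTF2 beside them had 0.65. Because the strand used in counting is not stated, the values of these overlapping genes are uncertain. KLK3, also named after its value was seen, had a log2 fold change of -0.30 and was not past the threshold (adjusted p = 0.611, edgeR's quasi-likelihood test; 0.0245 to 0.945 over its alternatives).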
